A study of Mus musculus with 36 samples. Its data were reported in "STATegra, a comprehensive multi-omics dataset of B-cell differentiation in mouse" (2019).

How the data were processed

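DNase-seq, which sequences the short DNA fragments released when the enzyme DNase I cuts open chromatin, was measured in 36 libraries of B3, a mouse pre-B cell line. An Ikaros line, carrying a retroviral vector that encodes the transcription factor Ikaros fused to a hormone-binding domain, and a control line with an empty vector were sampled at 0, 2, 6, 12, 18 and 24 h, with 3 replicates in each of the 12 groups. Per the labels, the replicates are numbered 4, 5 and 6 and belong to batches 11, 12 and 13, and the drug 4-hydroxytamoxifen, which moves the fusion protein into the nucleus, was used at 0.5 µM. Both lines received it at the stated time before collection. The study's methods say that the 0 h cells received none and were collected separately, while the labels name the drug for all samples.

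Per the study's methods, the authors trimmed and aligned the reads to mm10 with Bowtie2, called narrow and broad peaks with HOMER in each replicate, merged them to a consensus list of DNase hypersensitive sites (DHS), counted reads per DHS, filtered low DHS, scaled the counts by RPKM and TMM and removed unwanted variation with ARSyN, which models the groups and takes structured noise out of the table. The deposited values are on a log2 scale after these steps. The base of the logarithm was settled from the values: read back from base 2, the values times the DHS width sum to between 369487 and 432755 RPM over the DHS of a library, while base e would give 1575620 to 2338650 RPM, more than a whole library can hold. Counts and depths were not used here, and the study states a minimum depth per replicate but not the depth of each library, so the depth behind each value is unknown and no counting interval is given. The number of libraries limits the precision.

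The table holds 52788 DHS. No DHS overlaps the next, and none runs past the end of its chromosome in GRCm38, the assembly also called mm10. Coordinates are printed as the file gives them; whether the start counts from 0 or 1 is not stated, which leaves 1 bp open. As a check of the build, 25.9% of DHS lay within 1000 bp of an annotated transcription start site (TSS; GENCODE vM21 basic annotation), against 7.76% after all DHS were moved by 10000 bp. A DHS within 1000 bp of a TSS was called a promoter DHS, and the others were classed as exon, intron or intergenic.

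The correction left a measurable mark on the table. The 12 group means span 6 dimensions where 11 are possible, and the residuals around the group means span 23 of 24. The missing residual direction lies almost wholly in the control libraries, which hold 94.2% of its squared weight, and there it sets replicate 4 apart from replicates 5 and 6 in 6 of 6 control groups. Group means that were reduced to fewer dimensions borrow from each other, so the groups are not independent and the spread between replicates does not fully describe the error of a mean.

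Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with an intensity trend) on the values as deposited, with 12 group means fitted to all 36 libraries and a shared spread. Adjusted p-values are Benjamini-Hochberg values over all DHS from two-sided limma tests, with a threshold of 0.05. Fitted were Ikaros minus control at each time, the change of that difference from 0 h to 24 h and from 2 h to 24 h, and F-tests for the interaction of condition and time and for change over time in each line. Sets of DHS were tested with limma's fry, with camera as an alternative. Correlations of libraries were compared by a two-sided permutation test with 100000 shuffles of the group labels. Where only pairs of the same line, or of the same replicate number, counted as across pairs, the labels were shuffled within line or within number; this was set after a first run that shuffled them over all libraries. Principal components (PC) were computed from values centred per DHS, and their correlation with hours was tested by permutation with 100000 shuffles. The fit was tested on simulated data: of 200 DHS among 52788 changed by a log2 of 2 at 24 h, 158 (79%) were recovered with 6 false calls. That simulation drew the noise of each DHS independently. A further simulation of 100 sets of 36 libraries with no group effect kept the noise that DHS share and applied a like reduction of dimensions; it was made after the counts were seen.

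DHS named in the text follow a rule fixed before the data were examined: the 3 largest positive and 3 largest negative values of a contrast among DHS past the threshold whose Ikaros 24 h values all lie on the same side of all Control 24 h values (and, for the change from 0 h to 24 h, of all Ikaros 0 h values). At 24 h these are differences between the lines and not changes over time. The rule also named the promoter DHS of 11 genes, which were RT-PCR markers of the study or loci of its DNase I titration. The glycolysis set of 17 genes and the alternatives were also fixed before the data were examined. The alternatives were an offset of 1 added to the back-transformed values, a filter that drops the lowest 25% of DHS, quantile normalization, median centring, eBayes without trend, fits of only the groups compared, the replicate number as a block, residual degrees of freedom set to the residual rank, a minimum absolute log2 change of 1, and leaving out replicates or libraries. The other results were run under a part of these. Added for them, where they applied, were Spearman correlation, a promoter window of 2.5 kb, unit variance scaling and PCA without the 0 h libraries. A spread per group (arrayWeights) and the removal of trends with signal level, GC content and width in each library were added after seeing the data. The labels tie each replicate number to a batch, so the numbers pair the libraries; residuals of libraries with the same number had a median correlation of -0.0103 over 198 pairs, against 0.00789 over 396 pairs with different numbers. Within the control line the medians were -0.0728 over 45 pairs with the same number and 0.0469 over 90 with different numbers, and within the Ikaros line 0.0359 and -0.0373. The removed direction in the control libraries follows the replicate number, so these medians do not show how far libraries of a number varied together before the correction. Footprints, which the study also derived, were not analysed here.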

Results

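The data give the DNase I accessibility of 52788 DHS in 36 libraries, 18 of the Ikaros line and 18 of the control line, with 3 replicates at each of 6 times. Values are log2 of normalised read density after the authors' noise correction. Library medians lay between 3.90 and 4.11. Of the DHS, 25.9% were promoter DHS, 5.77% lay in exons, 35.4% in introns and 32.9% between genes. The median width was 500 bp, and 46.1% of DHS were at most 200 bp wide.

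The study compared replicates within and across conditions. The median Pearson correlation across DHS was 0.788 for the 36 pairs of libraries within a group (range 0.566 to 0.868) and 0.743 for the 594 pairs across groups (range 0.454 to 0.920). The difference of 0.0455 was larger than expected from shuffled group labels (two-sided permutation p = 8.0e-05). The table was corrected with the real groups in place, which favours the real labels, so this p does not by itself show that replicates agree. When only across pairs of the same line were counted, the difference was 0.0153 with a permutation p of 0.324, so replicates of a group were not distinguishable from other libraries of their line by this measure. Without replicate 5 the difference was 0.0324 (permutation p = 0.074). The correlation exceeded 0.9 in 0 within-group pairs and in 10 across-group pairs.

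Replicates did not vary alike in all groups. From 2 h to 24 h the replicate SD averaged 0.29 ± 0.01 on the log2 scale over the Ikaros groups (SD, n = 5 times) and 0.48 ± 0.07 over the control groups (SD, n = 5 times), a difference in an exact permutation test of the 10 groups (two-sided p = 0.00794, the smallest that 252 splits allow; Benjamini-Hochberg adjusted p = 0.00794 over 2 measures). The ranges did not overlap. The times of a line share its cells, the batches and the correction, and the test leaves out the pairing by time. The groups are thus not independent replicates of a line, so these p-values describe the groups measured and not lines in general. The other measure was the SD over DHS within a library, which averaged 0.70 ± 0.02 in the Ikaros groups and 0.93 ± 0.03 in the control groups (SD, n = 5 times each, the same two-sided exact permutation p and adjusted p). At 0 h the order was the other way, with 0.55 in Ikaros and 0.47 in control cells (n = 3 libraries each).

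**Figure D1:**
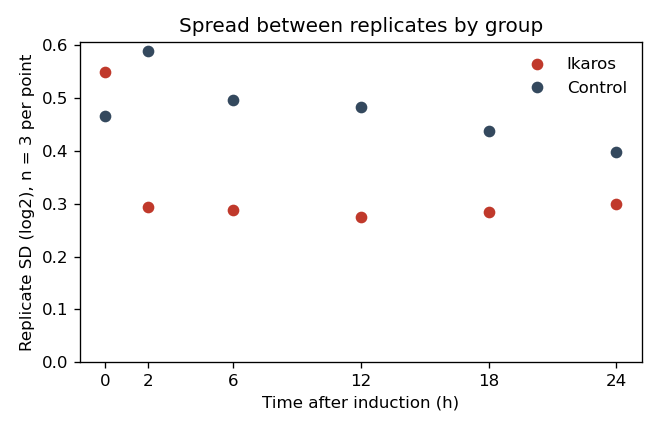
Replicate SD (log2, vertical axis) of each group of 3 libraries against time in hours (horizontal axis), Ikaros in red and control in dark blue. The Ikaros groups from 2 h on lie between 0.28 and 0.30 and the control groups between 0.40 and 0.59.

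To ask which DHS differ between the lines at a given time, Ikaros was compared with control at each time by limma with Benjamini-Hochberg adjustment. At 0 h, 6787 DHS passed the threshold, 4125 higher and 2662 lower in Ikaros cells. The counts were 103 at 2 h (90 higher, 13 lower), 305 at 6 h (223 higher, 82 lower), 694 at 12 h (468 higher, 226 lower), 369 at 18 h (264 higher, 105 lower) and 700 at 24 h (427 higher, 273 lower). The difference in counts between times was not tested as such. The 0 h count was 2 when only the 0 h groups were fitted, the alternative that moved it most. With a spread per group the order changed, with 1478 DHS at 0 h and 3230 at 24 h. With the replicate number as a block, 58 DHS were called at 2 h. Single libraries decided much of each count. It was 2317 at 0 h without Control 0h replicate 6, 13 at 2 h without Ikaros 2h replicate 4 and 501 without Control 2h replicate 5, 38 at 6 h without Ikaros 6h replicate 6, 25 at 12 h without Ikaros 12h replicate 6, and 61 at 18 h without Ikaros 18h replicate 4. At 24 h it lay between 110 (without Ikaros 24h replicate 4) and 298 (without Control 24h replicate 5) whichever single library was left out. In 100 simulated sets of libraries with no group effect, 17 gave as many calls as were found at 2 h, 3 as many as at 6 h, 1 as many as at 18 h, 1 as many as at 0 h, and 0 as many as at 12 h or 24 h. The share of DHS whose 3 Ikaros values did not overlap the 3 control values was 23.6% at 0 h, 13.6% at 2 h, 22.0% at 6 h, 22.7% at 12 h, 23.2% at 18 h and 25.5% at 24 h. Chance gives 10% in values that were not corrected with the groups in place, as these were.

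**Figure D2:**
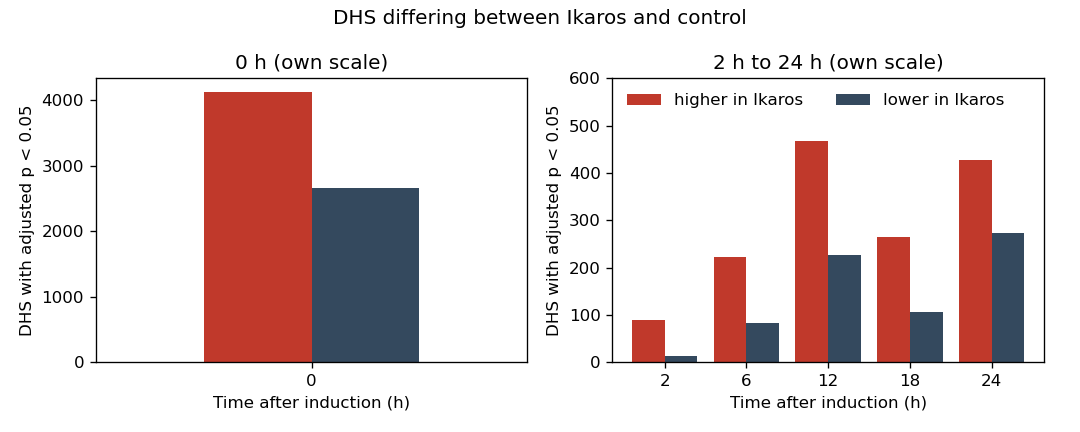
Number of DHS with an adjusted p under 0.05 (vertical axes, own scale in each panel) against time in hours, higher in Ikaros cells in red and lower in dark blue. The 0 h bars reach 4125 and 2662, and the bars at later times stay at or below 468.

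DHS called at both of a pair of times from 2 h on differed in the same direction for all 10 pairs of times. Of the 694 DHS called at 12 h and the 700 called at 24 h, 501 were shared and 501 had the same sign. Across DHS, which are not independent replicates, the differences at 12 h and 24 h had a Pearson correlation of 0.956. It was 0.790 for 18 h and 24 h and -0.0717 for 0 h and 24 h. If the group means varied independently, the 6 dimensions kept would alone give 0.892, 0.530 and -0.0517 in the same order. The differences at 0 h had a correlation of 0.127 with those at 2 h, 0.391 at 6 h, -0.243 at 12 h and 0.179 at 18 h. The kept dimensions alone would give 0.135, 0.196, -0.277 and 0.0994. The calls at 0 h shared their sign with the later calls in 29 of 29 shared DHS at 2 h, 142 of 142 at 6 h, 28 of 101 at 12 h, 97 of 99 at 18 h and 71 of 107 at 24 h. From 2 h to 24 h, 1300 DHS were called at 1 time or more and 15 at all 5 times.

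The DHS with the largest positive differences between the lines at 24 h lay in the gene Ikzf1, which encodes Ikaros. The DHS on chromosome 11 from 11768688 to 11769688 overlaps an Ikzf1 exon and had 6.09 ± 0.10 in Ikaros and 2.46 ± 0.65 in control cells at 24 h (SD, n = 3 each), a log2 difference of 3.63 (SE 0.32, limma adjusted p = 1.52e-07). It already differed by 3.61 at 0 h. The DHS on chromosome 11 from 11748163 to 11748716, over another Ikzf1 exon, differed by 2.55 at 24 h (SE 0.27, limma adjusted p = 3.86e-06). The vector of the Ikaros line carries the Ikaros coding sequence, so signal over these exons need not come from the Ikzf1 locus. The third largest positive difference, in an intron of Eml5 (chromosome 12, 98884631 to 98884773), was 2.52 (SE 0.48, limma adjusted p = 0.00778). It did not pass the threshold in 4 of 19 alternatives, among them the removal of trends with level, GC content and width and the fit without Ikaros 24h replicate 4. The largest negative differences at 24 h were -1.75 in an intron of 4930470P17Rik (chromosome 2, 170583305 to 170583435), -1.73 in an intron of Gm47283 (chromosome Y, 90813501 to 90814002) and -1.70 in an intron of 1700113H08Rik (chromosome 10, 87098887 to 87099017), with limma adjusted p-values of 0.000253, 0.0258 and 0.0182. They compare the lines at 24 h and are not changes over time. At 0 h the differences were -0.72, -0.34 and 0.041 in the same order (limma adjusted p = 0.0419, 0.621 and 0.958). Their changes from 0 h to 24 h had limma adjusted p-values of 0.0565, 0.121 and 0.0424. The 4930470P17Rik difference at 24 h did not pass without replicate 6. The Gm47283 difference did not pass in 7 of 19 alternatives and the 1700113H08Rik difference in 6 of 19. For both, these included the fits without replicate 4, 5 or 6 in all groups, and the others left out a single library of 24 h.

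**Figure D3:**
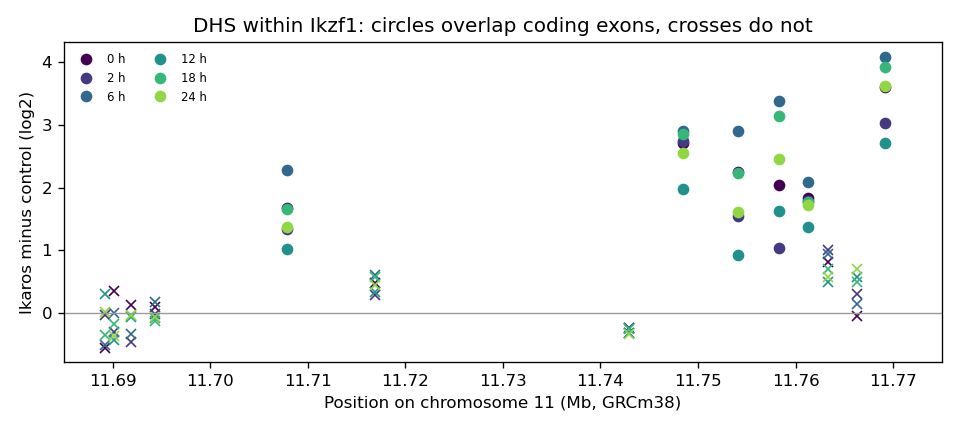
Ikaros minus control difference (log2, vertical axis) of the 14 DHS within Ikzf1 against their position on chromosome 11 (Mb, GRCm38), coloured by time. Circles mark the 6 DHS that overlap coding exons and crosses the 8 others; at 0 h the circles have a median of 2.15 and the crosses of 0.11.

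To measure the response net of the starting difference and of the empty-vector line, the change of the Ikaros minus control difference from 0 h to 24 h was tested. It passed the threshold in 3302 DHS, with 1505 rises and 1797 falls. The difference was larger in size at 0 h than at 24 h in 68.7% of them, a share that is not independent of the calls because the contrast uses the same libraries. Promoter DHS made up 76.5% of the falls and 5.05% of the rises, against 25.9% of all DHS. The median DHS changed by 0.12 and the median promoter DHS by -0.42. With trends with level, GC content and width removed from each library, 179 DHS were called. Without Control 0h replicate 6 the count was 1039, and without Control 0h replicate 5 it was 5306. The contrast from 2 h to 24 h, which leaves the 0 h libraries out, had 0 calls in limma, with 1503 DHS (2.85%) at an unadjusted p under 0.05. F-tests called 582 DHS for the interaction of condition and time, 1207 for change over time in Ikaros cells and 78 in control cells. With the replicate number as a block, these were 263, 850 and 43. Without Control 0h replicate 6 the interaction count was 62, without Control 12h replicate 4 it was 1282, and without Ikaros 0h replicate 4 the Ikaros count was 146. Without replicate 4 in all groups, the Ikaros count was 0 in limma (3840 DHS at an unadjusted p under 0.05) and the control count 649.

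The largest rises in the change from 0 h to 24 h were 3.89 for a DHS between genes (chromosome 1, 149809686 to 149809825), 3.55 in an intron of Plcb1 (chromosome 2, 135356418 to 135356556) and 3.55 in an intron of Fmn1 (chromosome 2, 113469646 to 113469784), with limma adjusted p-values of 0.0173, 0.00799 and 0.0344. The largest falls were -2.46 at the promoter of Rusc1 (chromosome 3, 89090761 to 89090926), -2.43 between genes (chromosome 8, 19713394 to 19713480) and -2.29 at the promoter of Chp1 and Exd1 (chromosome 2, 119547078 to 119547164), with limma adjusted p-values of 0.00605, 0.0381 and 0.00944. None of these 6 passed the threshold after the trends were removed, or when only the 4 groups of the contrast were fitted. The calls on chromosome 8 and in Fmn1 did not hold in 17 of 25 and 13 of 24 alternatives. Those between genes on chromosome 1 and in Plcb1 did not hold in 4 of 24 each, that at Chp1 and Exd1 in 4 of 25, and that at Rusc1 in 2 of 25.

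The study looked for the order of time in the principal components of the Ikaros series. For DNase-seq it described a time signal on PC2 that was noisier but could be told apart. PC1 held 37.5% and PC2 18.7% of the variance. The 0 h libraries lay to one side on PC1, 27.8 units from the others, where the largest gap among the other 15 libraries was 14.9. They did not form a tight group, with scores of -130.6, -95.5 and -56.2 for replicates 4, 5 and 6. Their gaps from each other were wider than that from the others. Over those 15 libraries, PC1 had a Pearson r of 0.579 with hours (permutation p = 0.0255, adjusted over 4 relations p = 0.102) and a Spearman rho of 0.567 (permutation p = 0.0313, adjusted p = 0.125). Leaving out the 2 libraries farthest from the median time gave r = 0.453. On PC2 the 0 h replicates 4, 5 and 6 lay at 98.1, -107.9 and -13.1, and the other 15 libraries between -5.51 and 12.4. This component thus mainly set 0 h libraries apart from each other, which makes it a weak test for the order of the later times. PC2 had r = 0.196 (permutation p = 0.473, adjusted p = 0.631) and rho = 0.316 (permutation p = 0.254, adjusted p = 0.285) over the 15 libraries. Neither passed the threshold after adjustment. PC1 did not follow the order of the times, with means of 49.3 ± 10.3 at 12 h, 12.3 ± 6.95 at 18 h and 41.6 ± 8.39 at 24 h (SD, n = 3 each). In control cells PC1 and PC2 had r = 0.0789 (permutation p = 0.763) and r = 0.441 (permutation p = 0.0673) over 18 libraries.

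**Figure D4:**
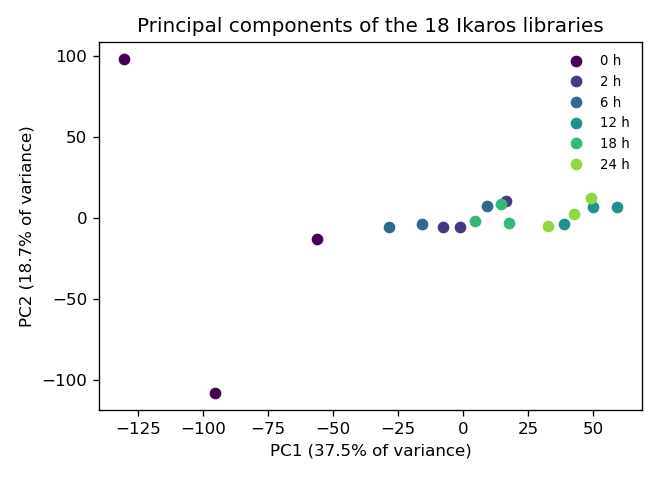
PC1 (horizontal axis) and PC2 (vertical axis) scores of the 18 Ikaros libraries, coloured by time. The 0 h libraries lie to the left of the other 15, and the 12 h and 24 h libraries overlap at the right.

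Marker genes were compared through their promoter DHS. Igll1, Myc, Slc7a5, Hk2, Ldha, Foxo1 and Lig4 were RT-PCR markers of the study. Ap2a1, Ikzf1, Myog and Myod1 were loci of its DNase I titration and not markers of the response, with Myog and Myod1 as inaccessible promoters. Of the 11 genes, 8 had 1 promoter DHS or more, giving 12 DHS. Ikzf1, Myog and Myod1 had none. At 24 h, 1 of the 12 passed the threshold adjusted over all DHS and 3 when adjusted over the list alone; in the change from 0 h to 24 h these counts were 2 (1 with the replicate block) and 6. The study chose these genes on the same cell system, so the count over the list alone is not independent evidence. The Myc promoter DHS (chromosome 15, 61985170 to 61985735) had 4.43 ± 0.09 in Ikaros and 5.03 ± 0.18 in control cells at 24 h (SD, n = 3 each), a difference of -0.60 (SE 0.14, limma adjusted p = 0.0321). This call did not hold in 10 of 19 alternatives, whose adjusted p ranged from 0.00494 to 0.305; 5 of the 6 single libraries lost it when left out. At 0 h it was 0.42 higher in Ikaros cells, so the change was -1.02 (SE 0.20, limma adjusted p = 0.00846). After the trends were removed that change was -0.42 (limma adjusted p = 0.261, within a range of 0.00534 to 0.261 over 25 alternatives). The Ldha promoter DHS upstream (chromosome 7, 46845511 to 46846049) differed by -0.44 at 24 h (SE 0.19, limma adjusted p = 0.281) and changed by -0.90 from 0 h to 24 h (SE 0.28, limma adjusted p = 0.0464). With the replicate block the adjusted p was 0.0585, and the call did not hold in 18 of 25 alternatives (limma adjusted p from 0.0226 to 0.718). The second Ldha DHS (chromosome 7, 46846781 to 46847281) changed by -0.30 (SE 0.26, limma adjusted p = 0.487). The Igll1 promoter DHS (chromosome 16, 16863839 to 16864453) differed by -0.77 at 24 h, which did not pass the threshold (limma adjusted p = 0.0524) but did in 3 of 19 alternatives (limma adjusted p from 0.00454 to 0.444 over the 19). These 3 were quantile normalization, a spread per group and the fit without replicate 4. The Lig4 promoter DHS at chromosome 8, 9977470 to 9977988 and 9976140 to 9976793, differed by 0.076 and -0.027 at 24 h (limma adjusted p = 0.905 and 0.967). Another Lig4 promoter DHS, 85 bp wide (chromosome 8, 9975413 to 9975498), was higher in Ikaros cells by 1.47 at 24 h (SE 0.54). It passed when adjusted over the list alone (limma adjusted p = 0.0406) and not over all DHS (limma adjusted p = 0.168), where it passed in 2 of 19 alternatives (limma adjusted p from 0.0240 to 0.532). The Foxo1 promoter DHS (chromosome 3, 52268221 to 52268387) fell by 1.03 in the change from 0 h to 24 h (SE 0.38), with a limma adjusted p of 0.0240 over the list alone and 0.0849 over all DHS. Over all DHS it passed in 1 of 25 alternatives (limma adjusted p from 0.0432 to 0.893). The line difference was 1.08 at 0 h (limma adjusted p = 0.00849) and 0.048 at 24 h.

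The study described a general decrease of glycolysis in gene expression, protein and DNA accessibility, the last from these DNase-seq data. A lower signal of these genes in the same data is thus not independent evidence. The glycolysis genes had 25 promoter DHS from 15 of 17 genes. Their median difference at 24 h was -0.39, with 22 of 25 lower in Ikaros cells, a shift in limma's fry (two-sided, Benjamini-Hochberg over the 2 contrasts, adjusted p = 0.00172). In limma, 0 of the 25 passed the threshold over all DHS, 7 did when adjusted over the list alone, and 12 had an unadjusted p under 0.05. At 0 h the median difference was 0.40, with 23 of 25 higher in Ikaros cells and 7 past the threshold over all DHS. All promoter DHS had a median of 0.34 at 0 h. The change from 0 h to 24 h had a median of -0.79, with 25 of 25 lower (fry in limma, adjusted p = 2.53e-05). Part of that change is thus the difference at 0 h. In the change, 11 of the 25 passed over all DHS and 16 when adjusted over the list alone. Promoter DHS as a whole also fell in that contrast (median -0.42, limma fry adjusted p = 0.000973), while at 24 h they did not differ (median -0.046, limma fry adjusted p = 0.477). Camera with an estimated correlation between DHS gave limma adjusted p-values of 0.0143 and 0.00939. Camera with a preset correlation gave 2.08e-09 and 3.05e-12, and both of its calls held under fry and under the estimated correlation. Of 10000 random lists of promoter DHS matched on mean signal, 0% had a median as low as the glycolysis list at 24 h and 0.07% in the change from 0 h to 24 h. The median at 24 h remained below 0 under quantile normalization (-0.28), median centring (-0.46) and removal of the trends (-0.24). For the change from 0 h to 24 h the medians were -0.53, -0.96 and -0.22 in the same order, so the size of that change depended on the trends.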

Values the study reported

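The study reported 53,624 consensus DHS before filtering and 52,788 after it. Each DNase-seq replicate was said to have been sequenced to 20 M reads or more. Replicates were described as correlating at values above 0.9 in each technology examined.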

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

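Of the tests in this part, the spread per group, the removal of trends, the reading of the contrast without the 0 h libraries and the simulated libraries were chosen only after the result was seen, and the readings of the trend test and of the simulations were made more cautious after their values were seen.

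The Ikaros minus control difference changed from 0 h to 24 h in 3302 DHS, a difference between 2 time points that was tested directly. Among 100 splits of the 12 libraries, the real split included, 1 gave as many calls; the largest other split gave 2055. The table was corrected with the real groups in place, which favours the real split. Of 100 simulated sets of libraries with no group effect, 1 gave as many calls, with up to 3431. The simulations rest on assumed settings, so neither count excludes chance. A shared spread that is too small for the noisy 0 h groups does not account for the whole result, since 1703 calls were found with a spread per group, 1695 of them among the 3302. A trend with signal level, GC content or width may account for most of it: 179 calls were found once it was removed, 137 of them among the 3302. Such a trend can come from digestion or fragment selection as well as from chromatin. The separate collection of the 0 h cells cannot be told apart from time, because every 0 h library was collected so; the contrast from 2 h to 24 h had 0 calls in limma, with 1503 DHS at an unadjusted p under 0.05. The 6 dimensions kept for the group means can hold 6.40% of a deviation in the Ikaros 2 h group alone and 25.9% in the Ikaros 24 h group, so that count of 0 does not show that nothing changed. A response to Ikaros stays open and was not separated from these.

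The interaction of condition and time, an F-test over all times, called 582 DHS. Among 100 splits of the 36 libraries, 1 gave as many, and the largest other split gave 3; the correction favours the real split here too. Of the simulated sets with no group effect, 4 of 100 gave as many calls, with up to 2499. With a spread per group 5 DHS were called and with the trends removed 9, so the result may rest largely on unequal spread and on trends with level, GC content and width. A biological difference between the courses stays open.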

How the results depend on the processing

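The spread per group and the removal of trends with level, GC content and width were chosen after seeing the data; the other alternatives were planned. The counts of DHS moved under many of them, and the cause was not tested unless stated. Main counts are those of the report.

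With a minimum absolute log2 change of 1, the counts were 2363 at 0 h, 415 at 12 h and 403 at 24 h, fewer by construction. The filter on low values gave 48 at 2 h, 379 at 12 h, 215 at 18 h, 431 at 24 h and 29 over time in control cells, with fewer DHS tested. Quantile normalization gave 4406 at 0 h, 26 at 2 h, 319 at 12 h, 178 at 18 h, 1345 for the change from 0 h to 24 h, 195 for the interaction and 0 over time in control cells (3874 DHS at an unadjusted p under 0.05). Fits of only the groups compared, with fewer libraries, gave 2 at 0 h, 0 at 2 h (3473 unadjusted), 9 at 6 h, 0 at 12 h (8568 unadjusted), 29 at 18 h, 32 for the change from 0 h to 24 h, 3968 over time in Ikaros cells and 0 in control cells (2507 unadjusted). At 24 h the count was 700 in both fits, but only 340 DHS were shared.

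With the replicate block, the counts were 58 at 2 h, 263 for the interaction and 43 over time in control cells, and 1 marker promoter DHS passed in the change from 0 h to 24 h in place of 2. The block moved no other count by over 1.5 times and changed neither glycolysis call. The residual rank gave 67 at 2 h, 431 at 12 h, 258 for the interaction and 29 in control cells. Without the eBayes trend the interaction count was 325.

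A spread per group gave 1478 at 0 h, 17 at 2 h, 610 at 6 h, 1083 at 12 h, 1618 at 18 h, 3230 at 24 h, 1703 for the change from 0 h to 24 h, 5 for the interaction and 0 in control cells (2589 unadjusted). With the trends removed, the counts were 1508, 65, 146, 191 and 348 at 0, 2, 12, 18 and 24 h, 179 for the change from 0 h to 24 h, 9 for the interaction, 501 over time in Ikaros cells and 34 in control cells.

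The split of higher against lower calls moved with the scaling, the filters and the replicates used. The main share of higher calls was 60.8% at 0 h, 73.1% at 6 h, 67.4% at 12 h, 61.0% at 24 h and 45.6% for the change from 0 h to 24 h. Median centring gave 74.9%, 85.0%, 56.2%, 43.2% and 22.6%. Quantile normalization gave 83.3% at 6 h and 50.9% at 24 h, and removal of the trends 54.1% at 12 h and 47.7% at 24 h. The filter on low values gave 50.4% at 12 h and 43.6% at 24 h. A minimum absolute log2 change of 1 gave 41.6% at 0 h, 90.8% at 12 h and 84.1% at 24 h. For the change from 0 h to 24 h the share was 88.1% without replicate 6 and 22.9% without replicate 4. The median DHS changed by 0.12 from 0 h to 24 h as deposited and by -0.043 after median centring.

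Leaving out replicates or single libraries gave ranges of 1520 to 8034 at 0 h, 13 to 501 at 2 h, 6 to 455 at 6 h, 8 to 686 at 12 h, 5 to 289 at 18 h and 10 to 298 at 24 h. The ranges were 151 to 5306 for the change from 0 h to 24 h, 0 to 5 for that from 2 h to 24 h, 1 to 1282 for the interaction, 0 to 1188 over time in Ikaros cells and 26 to 649 in control cells. Marker promoter DHS past the threshold ranged from 0 to 1 in the change from 0 h to 24 h and from 0 to 1 at 24 h. The counts went down in some cases and up in others, and the cause was not tested. The lowest count for the change from 2 h to 24 h was 0 in limma (2451 DHS at an unadjusted p under 0.05 without replicate 4), and that of 0 in Ikaros cells had 3840 such DHS.

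The glycolysis set kept its direction and stayed past the threshold under the alternatives run for it, with p from 2.08e-09 to 0.0208 at 24 h and from 1.53e-12 to 0.00469 for the change from 0 h to 24 h. These were the replicate block, camera, the wider promoter window, leaving out replicate 4, 5 or 6, quantile normalization, median centring and removal of the trends. The set was not run with the filter on low values, a spread per group, the residual rank, only the groups compared or single libraries left out. The within minus across correlation stayed above 0, from 0.0153 with across pairs of the same line (permutation p = 0.324) to 0.0571 without replicate 6, and was 0.0324 without replicate 5 (permutation p = 0.074). PC1 against time ranged from 0.391 without the 0 h libraries to 0.663 without replicate 4 and did not pass the threshold. PC2 turned to -0.320 without the 0 h libraries and ranged from -0.666 to 0.371 with replicates left out.

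Directions also turned for marker promoter DHS that did not pass the threshold. At 24 h Foxo1 turned to -0.022 under median centring and -0.14 with the trends removed, and ranged from -0.21 to 0.29 with libraries left out. Ap2a1 turned to 0.064 under quantile normalization and 0.069 with the trends removed, and ranged from -0.33 to 0.11 with libraries left out. The second Ldha DHS turned to 0.11 with the trends removed and ranged from -0.32 to 0.027 with libraries left out. A Lig4 DHS ranged from -0.012 to 0.20 with libraries left out, and another turned to 0.12 under quantile normalization and 0.15 with the trends removed and ranged from -0.13 to 0.097 with libraries left out. In the change from 0 h to 24 h, removal of the trends gave 0.086 for Hk2, 0.46 for Ap2a1, 0.21 and 0.12 for Lig4, quantile normalization gave 0.055 for Ap2a1, and leaving out libraries gave -0.95 to 0.12 for Ap2a1 and -0.65 to 0.0020 for Lig4. The study states a minimum depth per replicate. The depth of each library is unknown beyond that, so what depth limits was not measured.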

Other observations

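Tests chosen only after the result was seen were those of unequal spread, swapped labels, re-sequencing, the removal of trends, the Ikzf1 exons, the simulated call counts, the correlation given by the kept dimensions and the motif tests without correction. The readings of the depth test and of the simulations were made more cautious after their values were seen.

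Other splits of the 6 libraries of each time gave fewer calls than the real split, 1 of 10 splits being as large at 0, 2, 6, 12, 18 and 24 h. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart by this count. Among the 4 splits that part all 3 replicate pairs, 1 was as large at each time. For change over time in Ikaros cells, 1 of 100 splits of the 18 libraries was as large, and in control cells 13 of 100, so the count of 78 DHS in control cells is one that other splits also reach. The table was corrected with the real groups in place, which favours the real split in all of these counts. In the contrast from 2 h to 24 h all 100 of 100 splits were as large, its count being 0.

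Simulated libraries with no group effect, with noise shared between DHS and means reduced to 6 dimensions, gave 1 call or more in 54 of 100 draws at 0 h, 32 at 2 h, 11 at 6 h, 8 at 12 h, 5 at 18 h and 6 at 24 h. The adjustment promises about 5 when nothing differs. For the other tests these draws were 26 for the change from 0 h to 24 h, 10 for that from 2 h to 24 h, 41 for the interaction, 18 over time in Ikaros cells and 89 in control cells. The draws reached the observed count in 1 of 100 draws at 0 h, 17 at 2 h, 3 at 6 h, 0 at 12 h, 1 at 18 h and 0 at 24 h; in 1 for the change from 0 h to 24 h and 4 for the interaction of condition and time; and in 0 for change over time in Ikaros cells and 78 in control cells. The largest count was 6917 at 0 h and 8097 at 2 h. Without the reduction the largest was 1484 at 0 h and 5503 at 2 h, so shared noise may contribute as well as the correction. The counts at 2 h and over time in control cells are thus not told from such noise. For the other counts few draws or none were as large, but the settings of the simulation are assumed, so such noise is not excluded there either. This concerns the counts and not single DHS, and the calls at 2 h that were shared with another time had the same direction there.

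More DHS differed at 0 h than at any later time. A shared spread too small for the 0 h groups may explain that order: with a spread per group, 1478 DHS were called at 0 h and 3230 at 24 h. The reduction of the group means is another explanation left open. In the simulated libraries with no group effect, 54 of 100 draws had 1 call or more at 0 h with it and 28 without. At 2 h these were 32 and 17, so the reduction raised the calls at both times. Whether it gives the order of the counts over time was not tested. The 6 dimensions kept can hold 82.5% of a deviation in the Ikaros 0 h group alone, against 6.40% to 27.6% in the later Ikaros groups. For the control groups the share was 95.9% at 0 h and between 24.5% (24 h) and 98.8% (2 h) later. A difference between the lines would thus be kept more fully at 0 h, where the share was 84.8%, than from 2 h on, where it was 35.3% to 61.5%. On the axis from the control libraries (0) to the Ikaros libraries (1) of 2 h to 24 h, the Ikaros 0 h libraries lay at 0.618 and the control 0 h libraries at 0.526 on average, with overlapping values. Swapped 0 h labels are argued against by the coding exons of Ikzf1, whose mean signal was higher in every Ikaros library than in every control library at each time from 2 h to 24 h. At 0 h the order was the same, and the lowest Ikaros library lay 1.64 above the highest control library.

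The Ikaros groups from 2 h on had a smaller replicate SD than the control groups. Some Ikaros libraries of replicate 4 were re-sequenced, but with replicates 5 and 6 alone the control SD was still 1.77 times the Ikaros SD, which argues against that explanation. A lower depth of the control libraries stays open: the ratio fell from 1.77 in the tenth of DHS with the least signal to 1.53 ± 0.54 in the tenth with the most (SD, n = 5 times) and stayed above 1 at all 5 times, which neither depth alone nor its absence predicts. A biological difference between the lines was not tested.

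The differences at 12 h and 24 h were nearly the same across DHS. The reduction of the group means to 6 dimensions is a candidate explanation that stays open. In 0 of 100 simulated draws did any pair of times from 2 h on reach the observed correlation of 0.956, and the highest was 0.853, but the draws did not keep the same dimensions as the deposited table. Those dimensions alone would give group means that vary independently a correlation of 0.892 between the 12 h and 24 h differences. For the other pairs of times from 2 h on they would give 0.000212 to 0.530, each below the observed value. For 12 h and 18 h the observed value was 0.631 against 0.218, and for 18 h and 24 h 0.790 against 0.530. The dimensions were themselves taken from these group means, so the reduction and a shared biological state at 12 h and 24 h cannot be told apart.

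The DHS called at 24 h may in part reflect a trend with level, GC content or width. Across DHS, the 24 h difference had a correlation of -0.434 with mean signal and of -0.363 with GC content, and 348 DHS were called after the trends were removed, 214 of them among the 700. A biological difference among the rest stays open.

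All 6 DHS over coding exons of Ikzf1 were higher in the Ikaros line at each of the 6 times, with medians of 2.15 at 0 h and 2.09 at 24 h. The 8 other DHS of the gene had medians of 0.11 and -0.014, and at every time the lowest coding DHS was above the highest of the others. Over the 6 times the mean was 2.27 for coding DHS and 0.10 for the others (exact permutation test over the 14 DHS, two-sided p = 0.000333; DHS of a gene are not independent). A gain of the whole locus would raise the others as well, and their 0 h median of 0.11 argues against it. The pattern is consistent with fragments of the coding sequence carried by the vector being aligned to the exons of the gene, a hypothesis; it would make these DHS a marker of the construct and not of chromatin at Ikzf1. It was found and tested on the same data.

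DHS with the short Ikaros motif did not shift detectably at 24 h after correction for level, GC content and width, in a test that sets the differences of a set against 0 and not against other DHS. The fry p over 14063 DHS was 0.0279, and 0.0559 after adjustment over 10 motifs, with a median of -0.0073 with the motif and 0.0022 without. Of the other motifs, ETS (adjusted p = 0.00998), AP1 (adjusted p = 0.0269) and FOXO (adjusted p = 0.0349) passed the threshold, with medians of 0.062, -0.040 and 0.014. Without that correction the fry p was 0.342 for the Ikaros motif, 0.386 for ETS and 0.466 for AP1, none past the threshold, and the direction against 0 was the opposite for all 3. The medians were then 0.0024 with the Ikaros motif and 0.077 without, -0.064 and 0.070 for ETS, and 0.012 and 0.059 for AP1. The median with the motif was thus the lower for AP1 and the Ikaros motif with and without the correction, and for ETS the order turned. FOXO had 1.44e-05 (adjusted p = 7.22e-05) without the correction and shifted up in both tests, with a median of 0.099 against 0.054 in DHS without the motif. RUNX had 8.04e-10 without the correction and 0.145 with it.

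The median correlation within groups was 0.788. That is lower than the value quoted from the study above. The deposited table was used as it stands, and another scale or set of DHS may give other correlations; Spearman's rho in place of Pearson's r gave a difference between within and across pairs of 0.0479.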
